A study of Mus musculus with 20 samples. Its data were reported in "Copy Number Variation Is a Fundamental Aspect of the Placental Genome" (2014).

How the data were processed

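DNA copy number was compared by array comparative genomic hybridisation (aCGH), in which the DNA of a tested cell type and that of a comparator are labelled with different dyes and hybridised to the same array. There were 20 two-colour mouse CGH arrays in 10 groups of 2, and groups were taken from the sample labels. In vivo arrays compared trophoblast giant cells (TGCs), placental disk or cultured megakaryocytes with embryo DNA of the opposite sex, replicate 1 being female over male and replicate 2 male over female. Replicate numbers of the in vivo arrays only name the arrays, whereas those of the cultured cells came from the labels. According to the methods, DNA of TGCs, disks and embryos was pooled from individuals of the same litter, with both e9.5 pools from a single litter according to the study's text, megakaryocytes came from pooled fetal livers, and replicates of cultured cells came from different passages.

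The scanner files held spot intensity values for the red (Cy5) and green (Cy3) channels, which per the file headers had been background-subtracted and linearly dye-normalised by the authors' scanner software, Agilent Feature Extraction 1.5.1.0 for slides 1 to 3 and 10.9.1.1 for slides 4 and 5. The deposited scanner files also gave a log10 ratio of red over green for each spot. The deposited value table held that ratio multiplied by 1.442695, the factor for a natural logarithm, and centred on its mean. Its values were therefore smaller than a true log2 ratio by a factor of 2.30 and ran as red over green, and its scale, centring and direction were found by setting each column against the scanner values. In the order of replicates 1 and 2, its column medians were -0.0141 and 0.0116 for megakaryocytes, 0.00359 and 0.0247 for e9.5, 0.0174 and 0.0209 for e11.5, 0.0285 and 0.0281 for e13.5, 0.0125 and 0.0198 for e16.5, -0.0111 and 0.0160 for disk, 0.0122 and 0.0227 for TS over ES cells, 0.00332 and -0.00245 for day 3, -0.000886 and -0.00682 for day 5, and 0.000503 and 0.00355 for day 7. It was used only as an alternative. Gene names were taken from GENCODE vM1, since the scanner files were used without a gene name column, and coordinates are those of the mouse assembly NCBIM37 (mm9), which the files and the annotation share.

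Each array carried 180881 spots, of which 174305 were probe spots for 170305 probes. Control spots and spots marked as non-uniform outliers, 6 to 568 per array, were left out, and saturated spots, at most 3 per array, were kept. The log2 ratio of the processed signals was averaged over spots of a probe, turned so that the tested cell type was over its comparator, and centred on the autosomal median. No loess or quantile normalisation was applied. Per the labels the tested cells were in Cy5 on the in vivo arrays, TS cells were in Cy5 on the TS and ES arrays, and TGCs were in Cy3 on the cultured TGC arrays, so the sign of the latter was turned. The methods state no dyes. Median signals lay between 1010 and 1123 per channel, and 0.06 to 3.02% of probes were not well above background. The SD of the noise between neighbouring probes was 0.166 to 0.739 on the log2 scale. With 2 arrays per group, the number of arrays limits the precision.

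Underrepresented (UR) domains were called by fused lasso smoothing of each autosome, coded anew because cghFLasso, the package named in the methods, was not installed. The penalty was 5 times the noise SD, and the threshold was set at a false discovery rate of 0.0001 against the megakaryocyte arrays, as in the methods, or against the disk arrays for megakaryocytes themselves. A region needed at least 5 probes, runs parted by at most 10 probes were joined, and a domain was called in both arrays of a group. A domain of e9.5 TGCs was counted as found on another array where at least 50% of its probes were called. Regions on the X chromosome were called at a fixed log2 ratio of -0.2 after each array was centred on its own X median.

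Windows of 500 kb with at least 10 probes (4712), autosomal genes with at least 3 probes (8433 of 34653 annotated) and the e9.5 domains were tested with limma (lmFit and eBayes, all 20 arrays sharing an estimate of the spread), two-sided against 0, with Benjamini-Hochberg adjustment at 0.05 and, for windows and genes, an absolute log2 ratio of at least 0.1. The 8 in vivo TGC arrays were tested against the 4 megakaryocyte and disk arrays in the same way. Correlations used exact tests over pairings for arrays and 100000 permutations for domains. Gene lists and gene content were tested with 10000 rotations along the autosomes, which keep neighbouring genes together, and lists also with limma's camera and an estimated correlation between genes. The 15 lists were cadherins, protocadherins outside the clusters, the Slit, Robo and netrin pathway, Eph receptors and ephrins, leucine-rich repeat synaptic adhesion proteins, contactins and their associated proteins, glutamate receptors, the prolactin family, trophoblast regulators, DNA replication and endocycle genes, housekeeping genes, olfactory receptors, vomeronasal receptors, antigen receptor segments and megakaryocyte genes. The first 7 follow the study's own account of its domains and are not independent of it.

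Genes named in the text were, among those with at least 5 probes that passed with the same sign in both arrays, the 10 lowest and 5 highest for e9.5, e16.5, culture day 7 and TS over ES cells, with at most 2 per 3 Mb, and from each list the 3 members with the largest absolute log2 ratio at e9.5. Named domains were the 5 deepest, the 5 longest, and each overrepresented domain where a group had 5 or fewer. Other genes within a named domain come from the annotation. These rules, the lists, the tests and most alternatives were fixed before the data were examined. The alternatives covered normexp (offset 50, on median signals since the files were used without mean signals), the deposited value table, other centring, dim probes, each replicate left out, a loess trend on GC content (span 0.3), the replicate number and the slide as blocks, other comparators, window sizes, reference arrays, thresholds and penalties. The turned signs of the cultured and of the TS and ES arrays, the removal of a probe pattern shared by unrelated arrays, the slide as a fixed block and the TGC comparison without the e9.5 or megakaryocyte arrays were added after seeing the data.

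Callers were tested on simulated data. Domains of -0.5 were found at 100, 87.5 and 100% at the noise of e9.5, e16.5 and disk arrays over 29285 probes, and those of -0.2 at 20.8, 16.7 and 20.8%. In simulations of 4712 windows, shifts of 0.2 were found at 94% for e9.5, 88% for e13.5, 94% for disk and 88% for day 7, and shifts of 0.1 at 18, 16, 8 and 32%. Of 4512 windows without a shift, 1, 10, 0 and 78 were called in these simulations. Window noise was drawn independently for each array. On the real arrays, residuals of single probes from a running median correlated between replicates at 0.453, 0.955, 0.666 and -0.223 for these groups. The simulated rates therefore leave out false calls from noise that replicates share. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.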

Results

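Copy number along the mouse genome was measured on 20 arrays, 2 for each of 10 comparisons. TGCs are the large polyploid trophoblast cells at the border between placenta and maternal tissue, and they were taken at 4 stages from embryonic day e9.5 to e16.5 and compared with embryo DNA. Placental disk, which holds several trophoblast and other cell types, and megakaryocytes, polyploid blood cells grown from fetal liver, were compared with e13.5 embryos. In culture, trophoblast stem (TS) cells were compared with embryonic stem (ES) cells, and TGCs differentiated for 3, 5 or 7 days with TS cells. Arrays lay on 5 slides of 4, and each group lay on 1 slide. Noise between neighbouring probes was lowest on an e9.5 array (SD 0.166, replicate 2) and highest on an e13.5 array (0.739, replicate 1). All 6 TGC arrays after e9.5 had an SD of at least 0.533. Replicates were separate pools or passages, the 2 e9.5 pools came from a single litter, and the 2 in vivo arrays of a group also differ in the sex of the tested cells.

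The X chromosome gave the sex of the tested cells as labelled on all 12 in vivo arrays. The median log2 ratio of 8723 X probes was 0.84 to 0.95 on the 6 female-over-male arrays and -0.94 to -0.67 on the 6 male-over-female arrays. The 122 Y probes had medians of -3.73 to -2.99 on the former and 2.61 to 4.68 on the latter. The direction of the in vivo ratios therefore rests on the sex chromosomes as well as on the dyes. Single probes of e9.5 replicate 1 nevertheless correlated negatively with the 8 arrays of slides 2 and 3 (r = -0.53 to -0.29), while 500 kb windows correlated positively (r = 0.40 to 0.66).

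At e9.5, 134 autosomal domains were underrepresented in TGCs on both arrays, covering 336 Mb or 13.6% of the autosomes. The deepest lay on chromosome 14 at 88865300 to 98808296 (log2 -0.93 ± 0.14, SD, n = 2), a loss of 47.7% of the embryo level over 9943 kb with 440 probes. It holds the protocadherin genes Pcdh9 and Pcdh20, the actin-binding Klhl1 and the transcription factor gene Dach1. Next were chromosome 14 at 107130246 to 114594007 with the synaptic adhesion genes Slitrk1, Slitrk5 and Slitrk6 (-0.83 ± 0.09) and chromosome 1 at 146628674 to 151171530 with Fam5c (-0.76 ± 0.07). They were followed by chromosome 8 at 99715171 to 105223602 with the cadherin gene Cdh8 (-0.75 ± 0.08) and chromosome 4 at 74372204 to 79855005 with the receptor phosphatase gene Ptprd (-0.73 ± 0.10). Among the longest were chromosome 15 at 13829734 to 23630436 with Cdh9, Cdh10, Cdh12 and Cdh18 (9801 kb, -0.63 ± 0.10) and chromosome 1 at 109868587 to 119029957 with Cdh7, Cdh19 and Cntnap5a (9161 kb, -0.67 ± 0.12). Chromosome 6 at 73953108 to 80745807 with the alpha-catenin gene Ctnna2 and the synaptic genes Lrrtm1 and Lrrtm4 was another (6793 kb, -0.49 ± 0.05). Domains ranged from 135 to 9943 kb with a median of 1812 kb. No overrepresented domain could be called, since on replicate 1 no cutoff above 0 met the false discovery rate. The megakaryocyte reference itself held an overrepresented region of 0.55, so gains are not excluded. Of 4712 windows, 927 were lower and 521 higher in limma's test, so that 36.0% of the calls were higher. That share was 7.5% when arrays were centred on the mode (1186 lower, 96 higher) and 2.5% in the deposited value table (627 lower, 16 higher). Here and below, the deposited table was centred like the main values but holds smaller ratios. The cutoff of 0.1 was therefore stricter there, and its shares are not like for like. Removal of a loess trend on GC content left 548 windows lower and 70 of the 134 domains lower, with 23 higher and a median of -0.08. That trend was fitted with the domains included, and one fitted outside them left medians of -0.30 and -0.29 on the 2 arrays, against -0.34 and -0.37 before.

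**Figure D1:**
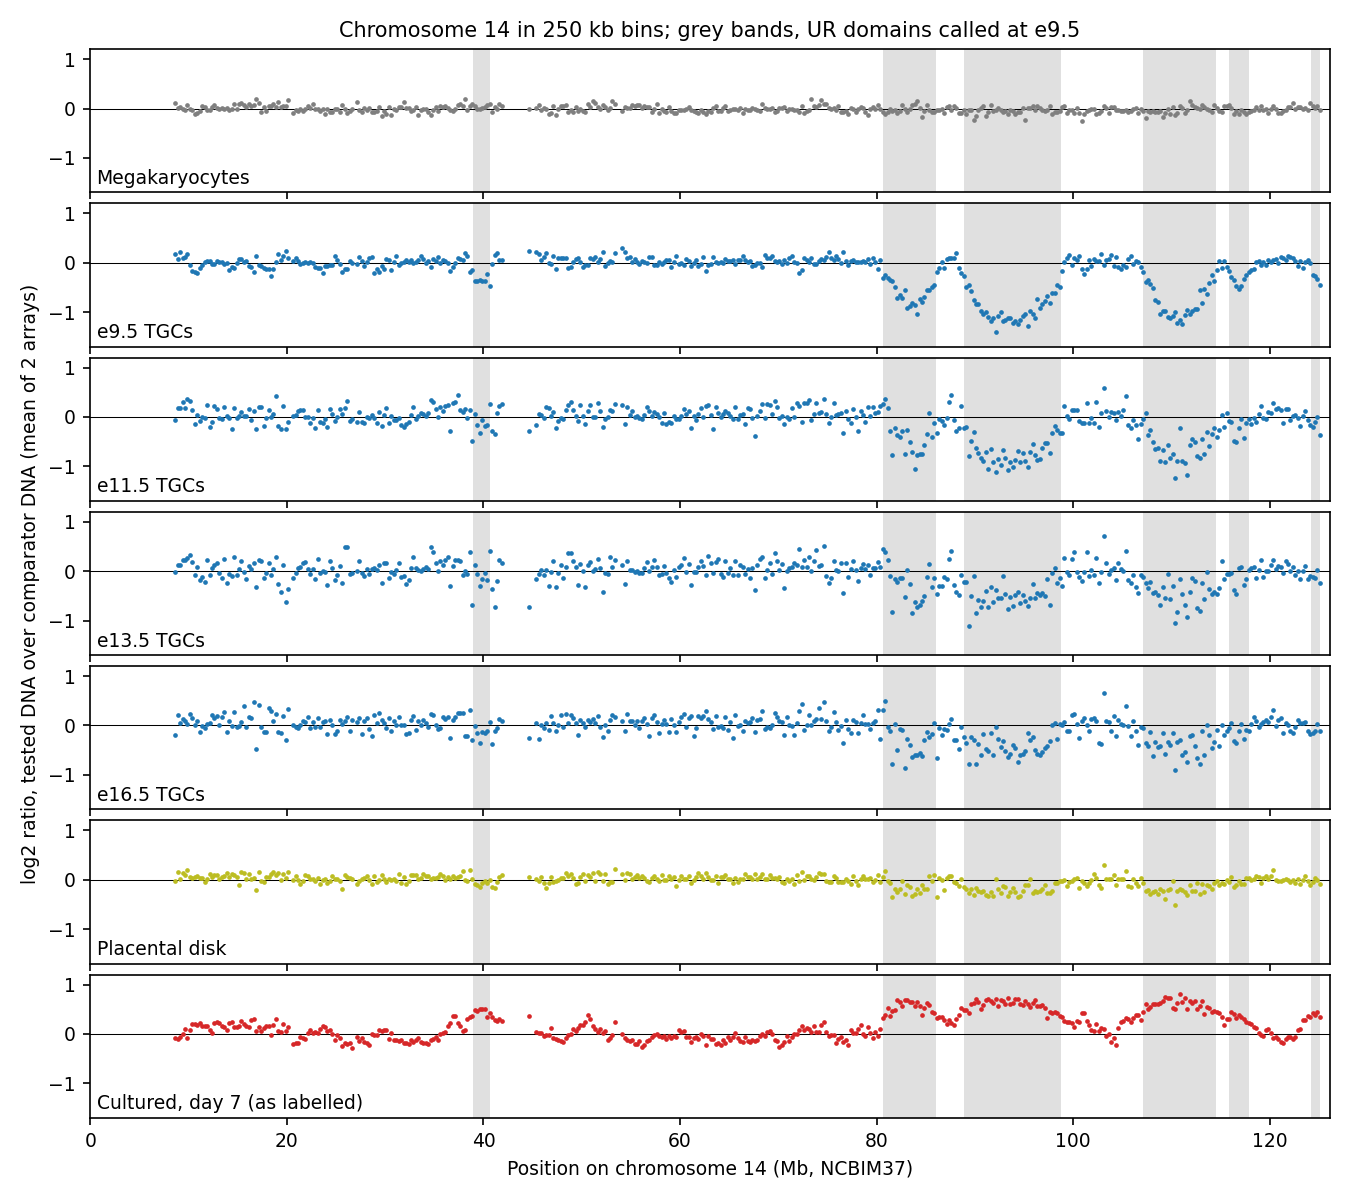
Points are log2 ratios (vertical axis, median of the probes in a 250 kb bin, mean of the 2 arrays of a group) along chromosome 14 (horizontal axis, Mb) for megakaryocytes, in vivo TGCs at 4 stages, disk and day 7 cultured TGCs as labelled, with grey bands for domains underrepresented at e9.5. The longest band, 88865300 to 98808296, had log2 ratios of -0.93 at e9.5, -0.71 at e11.5, -0.45 at e13.5, -0.39 at e16.5, -0.20 in disk and 0.59 at day 7, and the sign at day 7 turns if the dyes were exchanged.

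Several cadherin genes and a protocadherin gene were among the lowest genes at e9.5. Pcdh9 on chromosome 14 at 93414731 to 94287951 had a log2 ratio of -1.17 ± 0.062 (SE, n = 2, 95 probes, limma adjusted p = 8.81e-08), 44.6% of the embryo level. It was followed by Flrt2, which encodes a leucine-rich repeat adhesion protein (-1.04), the predicted gene Gm15680 (-0.96), Fam5c (-0.94), Cdh7 (-0.93), Cdh8 (-0.91), Klhl1 (-0.88), Cdh9 (-0.88), Cdh19 (-0.86) and the neural cell adhesion gene Ncam2 (-0.86), all within e9.5 domains. The highest were the platelet ADP receptor gene P2ry12 (0.39 ± 0.078), Csrp2bp (0.37), the small GTPase gene Rab10 (0.33), Fyco1 (0.33) and Fam163a (0.32), none of them in a domain. At e13.5 all of these but Rab10 had negative ratios, for example -0.32 for P2ry12 and -0.58 for Csrp2bp. Of 8433 genes, 382 were lower and 419 higher. Without replicate 1 or 2, where the lone array was assumed to vary like the other groups, 148 and 227 were lower. The share of higher calls went from 52.3% to 12.5% with centring on the mode (540 lower, 77 higher), to 35.2% in the deposited value table (230 lower, 125 higher) and to 35.1% with centring on all probes (310 lower, 168 higher).

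The neural adhesion and guidance lists were lower as groups at e9.5, and none of the others was. Of 20 measured cadherins 9 were lower and 0 higher (mean -0.28, median -0.05, rotation adjusted p = 0.0003), and 9 lower and 2 higher adjusted over the list alone. Protocadherins had 4 of 6 lower (mean -0.56, adjusted p = 0.0003, 4 adjusted over the list alone), among them Pcdh7 (-0.81) and Pcdh17 (-0.67). In the Slit, Robo and netrin pathway of axon guidance 7 of 14 were lower (mean -0.19, adjusted p = 0.0003, 7 lower and 1 higher adjusted over the list alone), with Robo2 at -0.66, Robo1 at -0.62 and Slit2 at -0.49. Of 12 Eph receptors and ephrins 4 were lower (mean -0.17, adjusted p = 0.0006, 5 adjusted over the list alone), with Epha7 at -0.72, Epha5 at -0.62 and Epha3 at -0.39. Leucine-rich repeat synaptic adhesion genes had 4 of 8 lower (mean -0.37, adjusted p = 0.0003, 5 adjusted over the list alone), including Lrrc4c (-0.70) and Lrfn5 (-0.66), and contactins had 7 of 13 lower (mean -0.21, adjusted p = 0.0003, 7 adjusted over the list alone), including Cntn6 (-0.77), Cntnap5a (-0.56) and Cntnap5b (-0.54). These 6 lists also passed in camera with an estimated correlation (adjusted p = 0.0043 for cadherins and protocadherins, 0.0173, 0.00609, 0.0209 and 0.028 for the others in turn). Glutamate receptors did not pass (4 lower and 2 higher of 20, adjusted p = 0.078, 5 lower and 2 higher adjusted over the list alone), with Grik2 at -0.43, Grid2 at -0.31 and Grin2a at 0.19. The study named these functions from its own domains, so the lists are not independent evidence.

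The lists for other functions had few calls at e9.5, but most of their members were not measured. Measured were 5 of 20 trophoblast regulators, 10 of 34 replication, 4 of 15 housekeeping and 5 of 12 megakaryocyte genes. Of vomeronasal and olfactory receptors, 35 of 434 and 2 of 1241 were. Of 5 measured trophoblast regulators 0 passed (adjusted p = 0.768), with Tead4 at 0.07, Elf5 at 0.05 and the growth factor receptor gene Fgfr2 at 0.02. Of 10 DNA replication genes only the initiation gene Mcm10 passed in limma (0.33, 3 probes, adjusted p = 0.0482), against -0.24 for Cdc45 and 0.22 for Orc2 (permutation adjusted p = 0.52 for the list, 2 higher adjusted over the list alone). Of 4 housekeeping genes Ywhaz passed in limma (0.24, adjusted p = 0.0169), against 0.07 for Polr2a and -0.02 for Sdha (permutation adjusted p = 0.439 for the list, 1 higher adjusted over the list alone). Vomeronasal receptors had 1 lower and 4 higher of 35 (permutation adjusted p = 0.827 for the list, 1 lower and 6 higher adjusted over the list alone), with Vmn2r102 at -0.40, Vmn2r81 at 0.30 and Vmn2r80 at 0.27. Neither of the measured olfactory receptors (Olfr56 0.15, Olfr288 0.05) nor any of 5 megakaryocyte genes (Selp 0.16, Itgb3 0.03, Runx1 0.03) passed in limma, and no prolactin or antigen receptor segment gene had enough probes.

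The e9.5 domains were poor in genes. They held 491 of 21418 protein-coding genes, 0.169 times the 2914 found on average over 10000 rotations (95% of rotations gave 2368 to 3462, two-sided permutation p = 0.0002). Of the 134 domains, 24 held none, against 9.7 on average (permutation p = 0.0007). All annotated genes gave 1318 of 34653 against 4715 on average (permutation p = 0.0002), while 7 domains held none of these, against 3.8 on average (permutation p = 0.0923). Longer domains were deeper, with r = -0.79 and rho = -0.70 between length and log2 ratio (permutation p = 1e-05, the smallest possible) across domains, which are not independent replicates. Length and log2 ratio come from the same e9.5 arrays, and a domain ends where smoothed values rise past the cutoff. Part of the relation can therefore come from the calling, which the permutations do not allow for. Over the central 500 kb of each domain r was -0.76 and rho -0.75. The 34 shortest, 135 to 1065 kb, had a median of -0.30, and the 34 longest, 3266 to 9943 kb, a median of -0.55.

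In megakaryocytes, polyploid like TGCs, no underrepresented domain could be called, since no cutoff against the disk arrays met the false discovery rate. Their e9.5 domains had a median log2 ratio of -0.02 ± 0.04 (SD between domains), and limma called 0 of the 134 (12 lower and 2 higher at an unadjusted p under 0.05) and 0 of 4712 windows (256 lower and 229 higher unadjusted). The domain probes nevertheless lay slightly below the mean over rotations on both arrays (-0.009 against 0.005 and -0.026 against 0.0, permutation p = 0.0005 each), with 67.2 and 76.9% of the domains below 0. A pair of small overrepresented domains was called, on chromosome 9 at 3046525 to 3210062 (0.34 ± 0.02, SD, n = 2, 7 probes, with 4930433N12Rik) and on chromosome 11 at 3030764 to 3134168 (0.55 ± 0.06, 10 probes, with Drg1, Eif4enif1 and the centrosome gene Sfi1). The study proposed that its own megakaryocyte region on chromosome 11 with Sfi1 is an artifact, because it lies at the chromosome end. Of 8433 genes, 43 were lower and 64 higher, against 10 and 17 with centring on all probes and 14 and 24 with centring on the mode. Vomeronasal receptors passed by rotation (1 lower and 2 higher of 35, mean 0.07, adjusted p = 0.0117) but not with an estimated correlation (adjusted p = 0.0662), and no other list passed.

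Placental disk had 19 underrepresented domains (35.8 Mb, 1.45% of the autosomes), and each of them overlapped an e9.5 domain. Shared probes made up 99.7% of the called probes, against 9.5% on average over rotations (permutation p = 0.0003). The 134 e9.5 domains had a median of -0.09 ± 0.08 in disk, 93.7% of the embryo level, and in limma 72 were lower and 3 higher. Without disk replicate 2 limma called 0 lower, with a median of -0.07 and 38 lower and 1 higher at an unadjusted p under 0.05, without replicate 1 it called 53, and with a GC loess trend removed it was 2 lower and 14 higher. Windows were lower at 265 and higher at 63 positions (19.2% higher, against 2.5% with centring on the mode and 0.0% in the deposited value table), and 24 were lower with the GC trend removed and 2 when set against the megakaryocyte arrays. Without disk replicates 1 and 2, 58 and 2 windows were lower. Genes were lower at 117 and higher at 130 (52.6% higher, 20.2% with centring on the mode). Cadherins (3 lower of 20, mean -0.09, rotation adjusted p = 0.0033) and protocadherins (1 lower of 6, mean -0.19, adjusted p = 0.0013) passed by rotation but not with an estimated correlation (adjusted p = 0.0996 for both).

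The 8 in vivo TGC arrays, tested as 1 group, differed from the megakaryocyte and disk arrays in windows that often lay within the e9.5 domains. Of 4712 windows, 472 were lower in the 8 TGC arrays than in the other 4 (median difference -0.31), and 436 of these lay in e9.5 domains, which hold 806 windows. The domains were called on the e9.5 arrays with a threshold from the megakaryocyte arrays, so this overlap is in part built in. In tests added after seeing the data, 836 windows were lower and 716 higher without the e9.5 arrays, with 497 and 14 of them in the domains. Without the e9.5 and megakaryocyte arrays these were 202 and 81, with 164 and 2 in the domains. The 114 higher windows lay outside the domains (0.16) and made up 19.5% of the calls, against 0.6% with centring on the mode (841 lower, 5 higher) and 2.2% in the deposited value table (359 and 8). With slide as a random block 632 were lower and 221 higher, and with slide as a fixed block 648 and 257. Within slide 1, e9.5 against megakaryocytes, 878 were lower and 474 higher, and within slide 2, e11.5 against disk, 696 and 530. Removal of the GC trend left 95 lower and 102 higher, and without megakaryocyte replicates 1 and 2 284 and 296 were lower and 18 higher each time. Without e9.5 replicates 1 and 2 331 and 217 were higher, without e11.5 replicates 1 and 2 55 and 58, without e13.5 replicates 1 and 2 74 and 66, and without disk replicates 1 and 2 45 and 64.

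Many e9.5 domains were still called as underrepresented at later stages, before any removal of a GC trend. There were 155 domains at e11.5 (322 Mb), 220 at e13.5 (392 Mb) and 132 at e16.5 (279.8 Mb). On these later arrays no cutoff above 0 met the false discovery rate, so no overrepresented domain could be called. The megakaryocyte reference arrays themselves held an overrepresented region of 0.55 on chromosome 11. Where a cutoff for gains against them was met on other arrays, it was about 0.54 or higher. The lack of calls is therefore no evidence against gains in TGCs. The study did report overrepresented regions at these stages. Of the 134 e9.5 domains, 97 were found on both arrays at e11.5, 100 at e13.5 and 76 at e16.5, 71 on all 6 later arrays and 114 on at least 1 of them. Removal of the GC trend left 42 of the 134 lower and 39 higher at e11.5 in limma, against 118 and 2 before. At e13.5 it left 30 and 46, against 108 and 5. With the trend fitted outside the domains, medians were -0.179 and -0.184 at e11.5 and -0.105 and -0.101 at e13.5. At e16.5 they were -0.038 and -0.036, near the -0.036 and -0.037 of disk. Probes called at the later stages fell within e9.5 domains at 78.3, 61.0 and 77.8%, against 9.5% over rotations (permutation p = 0.0001, 0.0002 and 0.0001). Domains not called on either e9.5 array numbered 49, 100 and 32, with median lengths of 303, 364 and 278 kb. With a probe pattern shared by unrelated arrays removed, an alternative added after seeing the data, they numbered 20, 39 and 8.

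The domains called at e9.5 were shallower at each later stage, whereas the study reported no significant change in depletion over these stages with its own calls. Their median log2 ratio was -0.35 ± 0.14 (SD between domains) at e9.5, -0.27 ± 0.16 at e11.5, -0.22 ± 0.15 at e13.5 and -0.19 ± 0.14 at e16.5, that is 78.2, 82.7, 85.8 and 87.7% of the embryo level. In limma, 67 of the 134 were higher at e11.5 than at e9.5 and 0 lower, 96 were higher and 2 lower at e13.5, and 110 were higher and 1 lower at e16.5. The mean over domains rose with embryonic day over the 8 arrays (r = 0.90, exact permutation p = 0.00397, adjusted p = 0.0159 over 8 relations; rho = 0.93, p = 0.00317, adjusted p = 0.0159). It did so without the e16.5 arrays, those farthest from the median day (r = 0.95, exact p = 0.0222, adjusted p = 0.0444), whereas without the e9.5 arrays r was 0.88 (exact p = 0.0444, adjusted p = 0.0711). The test takes the 8 arrays as independent, although the e9.5 pools share a litter. The e9.5 arrays were on a slide and scan of their own with the megakaryocytes. Per the study, the comparator tissue and the site from which TGCs were taken also differed between e9.5 and later stages. Within slide 3, which holds both e13.5 and e16.5, 12 domains were higher and 4 lower at e16.5 (median difference 0.03). Over the 155 domains called at e11.5, the difference from e9.5 was -0.06 at e11.5 (5 higher, 61 lower), -0.05 at e13.5 (36 higher, 63 lower) and -0.01 at e16.5 (45 higher, 41 lower), and r with day was -0.05 (exact p = 0.903), so the relation did not hold over that set. With the GC trend removed, 16 e9.5 domains were lower and 59 higher at e16.5, against 101 and 5 without its removal, and the trend fitted outside the domains left medians of -0.038 and -0.036 on the e16.5 arrays.

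**Figure D2:**
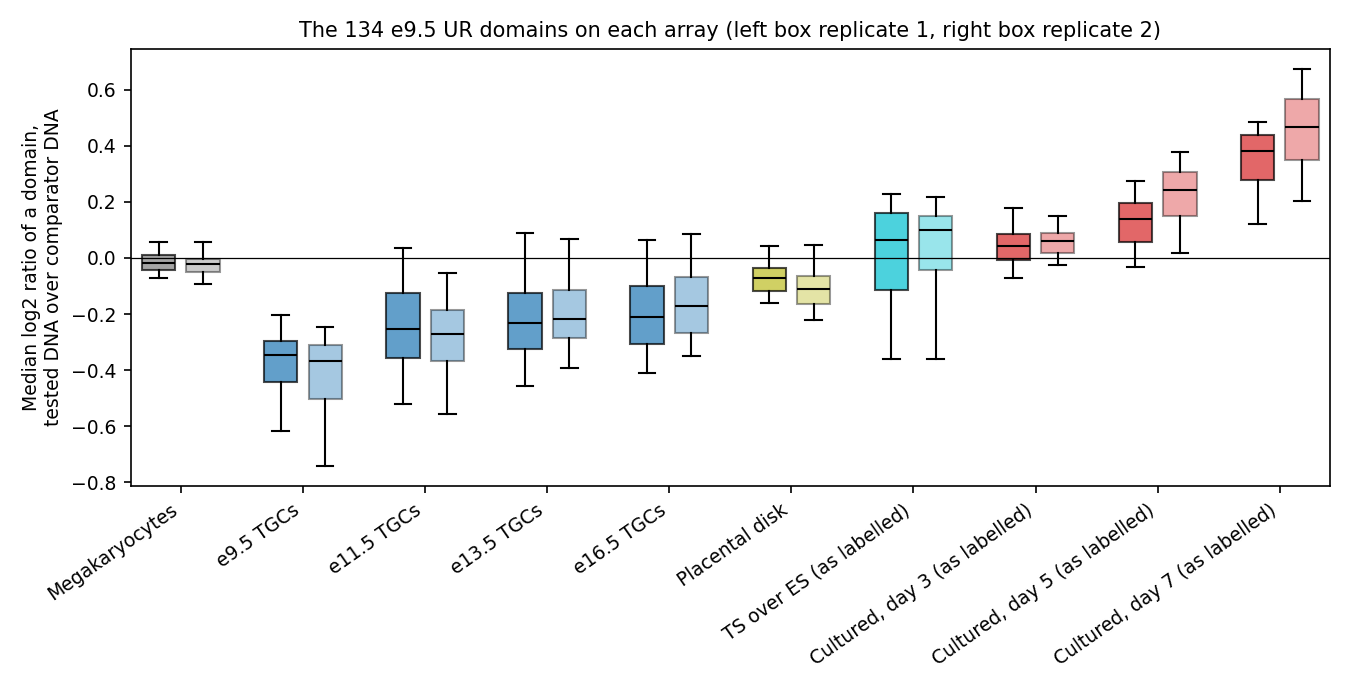
Log2 ratio (vertical axis) of the 134 domains underrepresented at e9.5 on each of the 20 arrays (horizontal axis), as boxes of the quartiles with the median as a line and whiskers from the 5th to the 95th percentile. Medians were -0.34 and -0.37 on the e9.5 arrays, -0.21 and -0.17 at e16.5, -0.07 and -0.11 in disk and, as labelled, 0.38 and 0.47 at culture day 7, whose sign turns if the dyes were exchanged.

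At e16.5, genes beyond the e9.5 domains were among the lowest. The calcium channel gene Cacna1g (-0.88 ± 0.13, SE, n = 2) and the kinesin gene Kif5b (-0.84) lay outside them, as did Ano5 (-0.75), the condensin gene Ncapd3 (-0.71), the scavenger receptor gene Msr1 (-0.71), Ube3b (-0.71) and the DNA repair gene Rad18 (-0.70). Gm15680 (-0.84), Gm4409 (-0.82) and the potassium channel gene Kcnj3 (-0.74) lay inside. The highest were the repair gene Rad23b (0.88), Cd38 (0.78), Pmepa1 (0.70), Fip1l1 (0.66) and Ptdss2 (0.66). With the shared probe pattern removed, the 10 lowest ranged from -0.69 to -0.20 and the 5 highest from 0.24 to 0.44, whereas the 10 lowest at e9.5 stayed between -1.17 and -0.84. Of the 10 lowest at e16.5, those outside the domains then stood between -0.56 and -0.20. Gm15680, Gm4409 and Kcnj3 inside them stood at -0.69, -0.66 and -0.52. Windows were lower and higher at 1125 and 1166 positions at e11.5, 1281 and 1217 at e13.5 and 1126 and 1015 at e16.5 (741 lower without e16.5 replicate 1). Residuals of single probes from a running median correlated between replicates at 0.913 for e11.5, 0.955 for e13.5 and 0.97 for e16.5. They also did at 0.83 between e16.5 replicate 1 and disk replicate 2. Such a shared pattern does not enter limma's spread, so these window counts may include it. The share higher of 50.9, 48.7 and 47.4% was 27.1, 11.7 and 7.6% with centring on the mode and 28.0, 32.8 and 23.0% in the deposited value table. For genes it was 43.2, 40.4 and 45.1%, against 28.6, 18.9 and 16.8% with centring on the mode. Cadherins were lower at 12, 14 and 12 of 20 (1 higher at each stage, rotation adjusted p = 0.0007, 0.0143 and 0.0156), and protocadherins at 5 of 6 (adjusted p = 0.0007, 0.0163 and 0.0215). Neither passed with an estimated correlation, where adjusted p was 0.0656, 0.247 and 0.17 for cadherins and 0.221, 0.384 and 0.297 for protocadherins.

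TS and ES cells differed in large parts of single chromosomes and at single genes, with a direction that is not settled. As labelled, TS over ES cells, X medians were -0.75 and -0.80 and Y medians 3.25 and 3.46, whereas the methods describe the ES line as male, which would carry a Y and no more X than TS cells of either sex. Signs below are as labelled and turn if the dyes were exchanged. Chromosome 2 had medians of -0.39 and -0.45 and chromosome 11 of -0.26 and -0.26. The splicing factor gene Cwc22 on chromosome 2 at 77719216 to 77784432 stood at -3.59 ± 0.05 (SE, n = 2, 6 probes, limma adjusted p = 5.68e-15), followed by Raly (-1.39), Spag1 (-1.29), the overlapping coat colour gene agouti (-1.11), 4930554G24Rik (-1.11), Nomo1 (-1.09), the pregnancy glycoprotein gene Psg16 (-1.09), Cacna1b (-1.06), Zcwpw2 (-1.01) and the placental signalling gene Wnt2 (-0.94). On the other side were Etnk1 (1.54), Dnajb14 (1.1), Gm4788 (1.05), Wdr65 (1.05) and the kinase gene Map3k1 (0.96). Domains numbered 198 under and 17 over, and 8.6% of the called probes lay in e9.5 domains, against 9.5% over rotations (permutation p = 0.704). With the signs turned, tried after seeing the data, they numbered 186 under and 36 over, and 26.4% of the probes called as under lay in e9.5 domains (permutation p = 0.0003). In either reading the cutoff was about 0.54 for over and -0.18 for under calls, so turning the signs does not swap the counts. Windows were lower at 1209 and higher at 1385 positions (53.4% higher, 29.3% with centring on the mode, 28.4% in the deposited value table), genes at 2287 and 1818 (44.3, 24.8 and 31.9%), and no list passed (lowest adjusted p = 0.425 by rotation and 0.241 with an estimated correlation).

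In cultured TGCs the e9.5 domains moved apart from the rest of the genome with each day of differentiation, in a direction that the labels and the study give differently. Read as labelled, TGC over TS cells, their median was 0.05 ± 0.06 (SD between domains) at day 3, 0.20 ± 0.10 at day 5 and 0.42 ± 0.14 at day 7, which opposes the underrepresentation that the study described. Read with the dyes exchanged, the same medians are negative (UR domains). The direction is not settled, since the TS and ES arrays of the same scan go against the sex of the ES line. As labelled, 500 kb windows at day 7 correlated negatively with those at e9.5 (r = -0.71 to -0.54). This goes with the sign of the domains and does not decide the direction. Single probes correlated negatively in 3 of 4 pairs of arrays (r = -0.62 to 0.10). Their residuals from a running median correlated at -0.63 to 0.36, so the single-probe values do not rest on the domains alone and do not decide either. In limma, 11, 108 and 131 of the 134 domains were higher as labelled at the 3 days, and 1 lower at each. As labelled, 129 were higher at day 7 than at day 3 and 126 higher at day 7 than at day 5, with 1 lower in each case, and 77 higher at day 5 than at day 3. With the signs turned, UR domains numbered 1, 64 and 173 (0.2, 114 and 584 Mb), and 0, 27 and 117 of the 134 e9.5 domains were found on both arrays. As labelled, 3, 85 and 126 underrepresented domains were called. There were also 4 overrepresented ones at day 7 as labelled, on chromosome 2 at 97720044 to 98498534 (0.69 ± 0.17, SD, n = 2) and chromosome 8 at 102233387 to 102943616 (0.59 ± 0.04). The others were chromosome 14 at 110332024 to 111772047 with Slitrk6 and Gm6280 (0.67 ± 0.11) and chromosome 17 at 39259597 to 40017193 (0.66 ± 0.11). Overrepresented calls at day 7 needed 0.541 and 0.54 on replicates 1 and 2, whereas underrepresented ones needed -0.181 in either reading. Counts of the readings are therefore not like for like. Removal of the GC trend left 70 of the 134 domains higher and 25 lower at day 7, and 37 higher and 11 lower at day 7 than at day 3. In limma it left 0 higher and 1 lower at day 7 than at day 5 (15 higher and 5 lower at an unadjusted p under 0.05), and 0 higher and 1 lower at day 5 than at day 3 (10 higher and 13 lower unadjusted). With the trend fitted outside the domains, medians were 0.055 and 0.049 on the day 3 arrays, 0.091 and 0.108 at day 5 and 0.100 and 0.148 at day 7.

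At day 7 the protocadherin gene Pcdh10 was among the genes that differed most in either reading. As labelled the highest were Pcdh10 (0.73 ± 0.08, SE, n = 2) and A230006K03Rik (0.69), C030047K22Rik (0.68), 4930445B16Rik (0.68) and 2610316D01Rik (0.65), all within e9.5 domains, and these are the lowest if the signs are turned. As labelled the lowest were Nlrp1c-ps (-0.78), Skint3 (-0.66), the signalling gene Wnt7a (-0.58), Nmt1 (-0.56), Plbd1 (-0.56), Aox4 (-0.55), the kinase gene Prkcz (-0.55), Gm13847 (-0.54), Zxdc (-0.53) and the translation factor gene Eif5b (-0.53), none of them in a domain. Cadherins were higher as labelled at 10 of 20 and lower at 2 (rotation adjusted p = 0.0015, 0.023 with an estimated correlation), protocadherins higher at 4 and lower at 1 of 6 (0.0004 and 0.0298), and Eph receptors and ephrins higher at 6 and lower at 3 of 12 (0.0004 and 0.023). Glutamate receptors (8 higher, 2 lower of 20, adjusted p = 0.0007, 0.0298 with an estimated correlation) and vomeronasal receptors (21 higher, 5 lower of 35, 0.0004 and 0.00042) passed in both, while the Slit pathway, leucine-rich repeat genes and contactins passed by rotation (0.0242, 0.0013 and 0.0132) but not with an estimated correlation (0.149, 0.193 and 0.0584). At day 3 no list passed (adjusted p = 0.91). At day 5 protocadherins (4 higher of 6, permutation adjusted p = 0.0498), leucine-rich repeat genes (0.0498) and vomeronasal receptors (0.0429) passed by rotation, and none with an estimated correlation (adjusted p = 0.324, 0.449 and 0.0523). All list directions turn with the signs. Windows were lower and higher as labelled at 263 and 221 positions at day 3, 822 and 1041 at day 5 and 1344 and 1783 at day 7, where the share higher of 45.7, 55.9 and 57.0% was 60.9, 38.8 and 57.1% with centring on the mode and, at days 5 and 7, 71.5 and 72.2% in the deposited value table. In a simulation, 78 of 4512 unchanged windows were called at the noise of day 7, so part of the day 7 calls may be false. Genes were lower as labelled at 514, 1722 and 3036 and higher at 511, 867 and 1058, and at day 5 the share higher of 33.5% was 17.0% with centring on the mode. With the signs turned, all of these shares are shares of lower calls.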

Values the study reported

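The study reported 45 UR domains present in both array replicates at e9.5, at an FDR of 0.0001. It described 22 of these 45 as present in every replicate of the later stages. In cultured TGCs at day 7 of differentiation, both replicates held 34 of the 45 domains. The study described a small overrepresented region in megakaryocytes and no copy number change in the placental disk at the same FDR. It proposed that the megakaryocyte region is an artifact, because it lies at a chromosome end. At a looser FDR it saw faint signs of the TGC domains in the disk. Between e9.5 and e16.5 the study found no significant difference in depletion, only a slight tendency to shallower domains.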

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

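The tests of exchanged dyes, S-phase DNA, compressed ratios, female maternal cells and splits that keep groups whole were chosen only after the results were seen, as was the removal of the shared probe pattern as a setting. The other tests here were planned.

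The domains called at e9.5 had a median log2 ratio of 0.423 in cultured TGCs at day 7 as labelled, against -0.354 in e9.5 TGCs, opposite in sign on every array of both groups, and this difference in sign was not itself tested. The distance grew with days in culture by a test of the difference, with a median of 0.362 for day 7 minus day 3 and 0.233 for day 7 minus day 5, which a GC trend fitted on all windows and taken off lowered to 0.033 and 0.023. Windows of the day 7 arrays with signs turned correlated with e9.5 at 0.59 and 0.714, but this restates the sign that raised the question and decides nothing on an exchange of dyes against the labels. On other arrays, TS over ES cells had X medians of -0.754 and -0.805 with Y medians above 3, which a male ES line does not give unless the dyes of those arrays, on slide 4 with the day 3 arrays, were exchanged. GC content cannot be told apart from the pattern, since the medians at day 7 were 0.1 and 0.148 once a GC trend fitted outside the domains was taken off, and S-phase DNA in the TS cells stays open too, as the rise of 0.362 after day 3 does not date the end of S phase. A dye exchange may account for the signs on the TS and ES arrays, as a hypothesis, it stays open for the cultured TGC arrays, and an ES line of another sex than described stays open for the TS and ES arrays.

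The domains called at e9.5 were shallower later, with median differences of 0.129 at e11.5, 0.189 at e13.5 and 0.231 at e16.5, each by a test of the difference from e9.5. Compressed ratios are argued against by an X median of 0.921 on the female-over-male e16.5 array, where compression to that degree would give 0.453, and female maternal cells by -0.795 on the male-over-female array, where dilution would give -0.367. Both arguments hold for e16.5 only. On the other male-over-female TGC arrays X medians were -0.728 at e9.5, -0.67 at e11.5 and -0.681 at e13.5, against -0.942 in disk and -0.873 in megakaryocytes. The argument on maternal cells covers only dilution added after e9.5, and female cells already present at e9.5 were not tested for. What dilution would give at e11.5 and e13.5 was not computed. Domains picked on an e9.5 array and measured on the other still differed by 0.146 and 0.248, so that choosing them on the same arrays was not the whole cause. Over domains called at e11.5 the 3 differences were -0.062, -0.053 and -0.007, however, so the stage on which domains are called matters. Dilution by cells of the same sex was not tested, and the slide and scan of the e9.5 arrays and the stage itself stay open. So do the tissues, since the methods give embryo body as comparator at e9.5 but limbs, or limbs and tail, later. Per the study, later TGCs also came only from the rim of the disk.

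Domains at later stages that were not called on either e9.5 array numbered 100 at e13.5, with a median of -0.385 ± 0.02 (SE from resampling the regions). This SE and those below measure the spread between regions, not between the arrays on which the regions were picked. Removal of a GC trend left the median at -0.353, which argues against GC content as the cause. Removal of a probe pattern shared with unrelated arrays left it at -0.283 ± 0.018, short of ending it but above the bound of -0.3 set for excluding that explanation, so the pattern and a change with stage cannot be told apart. The number of such domains fell to 39 with the pattern removed, so it may account for part of them. With it removed, medians of those called at other stages went from -0.4 to -0.301 ± 0.013 at e11.5. At e16.5 they went from -0.483 to -0.225 ± 0.029 (SE).

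On the X chromosome, which the main comparisons left out, 5 domains were underrepresented at e9.5 (14.7 Mb, median -0.41, with -0.262 on replicate 1 and -0.569 on replicate 2). There were 6 at each later stage, 10 at day 7 as labelled and 8 with the signs turned, and 0 in megakaryocytes and placental disk and, in either reading, in TS over ES cells and at days 3 and 5. The e9.5 domains on X had medians of -0.218, -0.18 and -0.169 at the later stages and 0.321 at day 7 as labelled.

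In the comparison of in vivo TGCs with megakaryocytes and disk, 2 of the 100 splits of the 12 arrays gave at least the 586 windows of the real split, itself included. Most of these splits part the 2 arrays of a group, however, so their share does not decide. Of the 15 splits that keep groups whole, too few for a share under 0.05, 3 gave at least 586, itself included. The highest other, with 1017, set e11.5 and e13.5 against the rest, and the next, with 867, set the 4 arrays of slide 1 against the rest. The arrays of slide 2 against the rest gave 0 in limma and those of slide 3 gave 383, so the splits show a structure of the samples that does not follow the slide alone. Within slides 878 and 696 windows were lower in TGCs.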

How the results depend on the processing

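The turned signs of the cultured and of the TS and ES arrays, the removal of the probe pattern, the slide as a fixed block and TGCs against other cells without the e9.5 or megakaryocyte arrays were tried only after seeing the data. Of 246 values of the main results under an alternative, 186 kept their direction and side of the threshold or stayed within 1.5 times. Among 1268 other values 806 did so, and 332 moved down and 130 up. Unless stated, the cause was not tested.

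With the disk arrays as reference, UR domains numbered 88 at e9.5, 73 at e11.5, 77 at e13.5 and 49 at e16.5. Of those 88, 72 were higher at e16.5 than at e9.5, against 110 of 134 in the main setting. Centring on the mode gave 251, 500 and 396 UR domains at the 3 later stages, 2361 windows lower at e16.5, 437 in disk and 841 in TGCs against other cells. An FDR of 0.01 gave 302, 410 and 270 at the later stages. A penalty of 10 gave 109 domains at e13.5 and 32 in disk, and a penalty of 3 gave 3 in disk. Normexp gave 42 domains and 442 lower windows in disk and 282 windows lower in TGCs than in other cells. The GC trend removed left 548 windows lower at e9.5, 24 in disk, 95 in TGCs against other cells and 879 higher at day 7, with 16 domains lower at e16.5, 2 in disk and 70 higher at day 7. It left 0 domains higher in limma at day 7 than at day 5 and at day 5 than at day 3 (15 and 10 at an unadjusted p under 0.05). The deposited value table, whose scale is smaller by construction, gave 550 windows lower at e16.5, 100 in disk, 1153 higher at day 7 and 230 genes lower at e9.5. Windows of 200 and 1000 kb, which by construction differ in number, gave 1780 and 469 lower at e9.5, 2945 and 469 at e16.5 and 3730 and 893 higher at day 7, and 291 lower in TGCs at 1000 kb. With the probe pattern removed, 437 windows were lower in disk and 682 genes at e9.5. Against the megakaryocyte arrays these were 2 and 189, and with in vivo and cultured arrays fitted apart 465 and 773. With at least 10 probes, and so fewer genes tested, 240 genes were lower at e9.5. The e9.5 arrays alone against megakaryocytes on their slide gave 878 lower windows. TGCs against other cells gave 836 lower windows without the e9.5 arrays and 202 without these and the megakaryocyte arrays. Over the e11.5 domains 45 were higher at e16.5 than at e9.5, and r with day was -0.049. With the cultured signs turned, by construction 1 e9.5 domain was higher at day 7, a reversal.

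With a replicate left out, and so fewer arrays, regions on the remaining array numbered 146 to 151 at e9.5, 179 to 202 at e11.5, 234 to 299 at e13.5, 144 to 155 at e16.5 and 19 to 50 in disk. Lower windows were 728 to 759 at e9.5, 741 to 839 at e16.5 and 2 to 58 in disk, higher windows at day 7 1619 to 1666, and lower genes at e9.5 148 to 227. Lower domains were 85 to 98 at e16.5 and 0 to 53 in disk, higher ones 128 to 132 at day 7 and 91 to 109 at e16.5 against e9.5. Windows lower in TGCs than in other cells were 284 to 569, and r with day was 0.875 without the e9.5 arrays. A lone array was assumed to vary like the other groups.

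The replicate number as a block changed no call by over 1.5 times, with 927 lower windows at e9.5, 270 in disk, 368 lower genes at e9.5 and 131 higher domains at day 7. The numbers do not pair the arrays, since deviations of same-numbered cultures correlated at 0.093 for days 3 and 5, -0.285 for days 3 and 7 and 0.34 for days 5 and 7. The slide as a random block could not be fitted for tests against 0, as each group lies on 1 slide.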

Other observations

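Medians of some whole chromosomes lay away from 0 between TS and ES cells and between TS cells and their cultured TGCs, which was not tested. As labelled, TS over ES cells had medians below 0 on both arrays on chromosomes 1 (-0.175 and -0.125), 2 (-0.393 and -0.445), 6 (-0.183 and -0.161), 10 (-0.076 and -0.045) and 11 (-0.257 and -0.259). Of these, chromosomes 1, 6, 10 and 11 also lay below 0 in TGCs over TS cells at day 7 as labelled, at -0.145 and -0.152, -0.152 and -0.154, -0.115 and -0.102, and -0.152 and -0.146, whereas chromosome 2 lay at 0.044 and 0.048. Chromosome 1 was at -0.062 and -0.066 at day 3 and at -0.122 and -0.147 at day 5. On the other side, chromosome 3 lay at 0.109 and 0.105 at day 7 as labelled. All of these signs turn if the dyes were exchanged.

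The X chromosome in cultured TGCs over TS cells moved with the autosomal domains, with medians as labelled of 0.042 and 0.035 at day 3, 0.108 and 0.163 at day 5 and 0.258 and 0.335 at day 7, and with the opposite sign if the dyes were exchanged.

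At e9.5, 134 UR domains were called in both arrays at an FDR of 0.0001. That is higher than the number quoted from the study above. Of these domains, 71 of 134 were found on all 6 later arrays. That count is higher than the one quoted from the study, out of a larger total. At day 7, with signs turned, 117 of 134 were found in both arrays. That count is also higher than the one quoted, out of a larger total. Megakaryocytes had 2 overrepresented domains, and placental disk had 19 underrepresented ones. Both are higher than the values quoted from the study at that FDR. Each of the 19 disk domains overlapped an e9.5 domain, where the study also placed its faint signs at a looser FDR. The caller was coded anew and differs in detail from the study's package, which was not run, so whether this raised the counts compared here was not tested. Penalties of 3 and 10 gave 117 and 131 domains at e9.5 and moved the disk count down and up, as given above.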
